# Paternal High-Fat Diet Altered Sperm 5'tsRNA-Gly-GCC Is Associated With Enhanced Gluconeogenesis in the Offspring

**DOI:** 10.3389/fmolb.2022.857875

**Published:** 2022-04-11

**Authors:** Bin Wang, Lin Xia, Dan Zhu, Hongtao Zeng, Bin Wei, Likui Lu, Weisheng Li, Yajun Shi, Jingliu Liu, Yunfang Zhang, Miao Sun

**Keywords:** paternal high-fat diet, 5′tsRNA-Gly-GCC, gluconeogenesis, Sirt6, FoxO1

## Abstract

**Background:** Paternal lifestyle, stress and environmental exposures play a crucial role in the health of offspring and are associated with non-genetic inheritance of acquired traits, however the underlying mechanisms are unclear. In this study, we aimed to find out how the sperm tsRNA involved in paternal high-fat diet induced abnormal gluconeogenesis of F1 offspring, and explore the underlying molecular mechanism of its regulation.

**Method:** We generated a paternal high fat diet (42% kcal fat) model to investigate the mechanism by which paternal diet affects offspring metabolism. Four-week-old C57BL/6J male mice were randomly assigned into two groups to receive either a control diet (CD; 10% kcal fat) or a high-fat (HFD; 42% kcal fat) diet for 10 weeks, and mice from each group were then mated with 8-week-old females with control diet in a 1:2 ratio to generate F1. F0 sperms were isolated and small RNAs was sequenced by high-throughput sequencing. Metabolic phenotypes were examined with both F0 and F1.

**Results:** A significant increase in body weight was observed with HFD-F0 mice at 8 weeks of age as compared to CD mice at the same age. F0 mice showed impaired glucose tolerance (GTT), resistance to insulin tolerance (ITT) and increased pyruvate tolerance (PTT) at 14 weeks. HFD-F1 male mice showed no significant difference in body weight. An increase in PTT was found at 13 weeks of age and no significant changes in GTT and ITT. PEPCK and G6Pase that related to gluconeogenesis increased significantly in the liver of HFD-F1 male mice. Sperm sequencing results showed that 5′tsRNA-Gly-GCC derived from tRNA-Gly-GCC-2 specifically was remarkably upregulated in sperm of HFD F0 mice. Q-PCR further showed that this tsRNA was also increased in the liver of HFD-F1 comparison with CD-F1 mice. In addition, we found that 5′tsRNA-Gly-GCC can regulate Sirt6-FoxO1 pathway and be involved in the gluconeogenesis pathway in liver.

**Conclusion:** 5′tsRNA-Gly-GCC that increased in HFD mice mature sperms can promote gluconeogenesis in liver by regulating Sirt6-FoxO1 pathway, which might represent a potential paternal epigenetic factor mediating the intergenerational inheritance of diet-induced metabolic alteration.

## Introduction

Developmental origins of health and disease (DoHaD), originally proposed by David Barker in 1980s, has proved that many adult diseases, including hypertension, diabetes, obesity, cancer and other diseases, may be related to dysfunctions caused by intrauterine insult (Barker and Osmond, 1986; Li et al., 2017). The global prevalence of obesity has increased rapidly in the past four decades, among them, age-standardized prevalence of obesity increased from 3.2% in 1975 to 10.8% in 2014 in men, and from 6.4 to 14.9% in women. If these trends continue, by 2025, the global prevalence of male obesity will reach 18%, of which the severe obesity will surpass 6% (NCD Risk Factor Collaboration, 2016). Various epidemiological and experimental studies have confirmed the impact of maternal obesity on the health of offspring, including obesity, metabolic dysfunction, cardiovascular disease and behavioral alterations (Dunn and Bale, 2009; Gaillard et al., 2014; Gaillard, 2015; Contu and Hawkes, 2017; Kislal et al., 2020). In contrast, few studies have focused on the effects of father’s lifestyle and paternal environmental exposures on the health of offspring. Until recently, studies have found that paternal obesity plays an important role in the health of offspring. In human studies, paternal body mass index (BMI) is closely related to the growth and metabolic phenotype of offspring (Kaati et al., 2002; Chen et al., 2012); and animal studies have also found that paternal obesity can lead to offspring pancreatic islet dysfunction, growth deficit, dysregulated gluconeogenesis, diminished reproductive and gamete functions (Ng et al., 2010; Fullston et al., 2012; Lecomte et al., 2017; Wu et al., 2021). However, the underlying mechanism remains unclear. Liver plays an important role in maintaining systemic glucose homeostasis by regulating gluconeogenesis, glycogenolysis, glycogen synthesis, glycolysis and other pathways. Hepatic glucose production (HGP) accounts for about 90% of endogenous glucose production (Ekberg et al., 1999; Petersen et al., 2017). Therefore, it is necessary to explore the effect of paternal high-fat diet on hepatic gluconeogenesis in offspring.

A growing number of studies have shown that small non-coding RNAs (sncRNAs) are important regulators of various biological processes, such as cell differentiation and cellular responses to stress (Cai et al., 2013; Wang et al., 2020a). sncRNAs have a wide and far-reaching impact on biological systems. Among them, miRNA is the most studied sncRNAs subtype and plays a significant role in regulating gene expression (Bernstein et al., 2001). Because sncRNAs can silence gene expression in a specific and targeted manner, they have also been used as biological research and/or therapeutic intervention tools (Galasso et al., 2010). The improved sequencing platform and methods have recently made us realize that mature tRNAs can also produce sncRNA molecules *via* site specific cleavage by various RNase, such as angiogenin (ANG) and Dicer (Sun et al., 2018). These tRNA-derived small RNAs (tsRNAs), also known as tRNA fragments (tRFs), could participate in translation inhibition and play a regulatory role in a variety of physiological and pathological phenomena (Sun et al., 2018), and have also attracted progressively more attention in epigenetic research field recently (Gebetsberger and Polacek, 2013; Keam and Hutvagner, 2015; Wang et al., 2020b; Rashad et al., 2020).

More and more studies have found that tsRNAs play an important role in metabolic disorders (Chen et al., 2016; Wang et al., 2020a; Wang et al., 2020b). Mouse mature sperm contains a large amount of tsRNA, which is much higher than miRNA and piRNA (Peng et al., 2012). We previously found that the expression profile of tsRNAs in mature sperm have dynamically changed in the paternal mouse model given high-fat diet (HFD, 60% fat). Injection of sperm tsRNA fractions from HFD mice into normal zygotes led to metabolic disorder in F1 offspring and changed the gene expression of metabolic pathway in early embryos and islets of F1 offspring, which is independent of DNA methylation in CpG enrichment region (Chen et al., 2016). Moreover, in the maternal HFD model, sperm tsRNAs were increased in their F1 male offspring. Microinjection of sperm tsRNAs isolated from F1-HFD male mice into normal zygotes reproduced addictive-like behaviors and obesogenic phenotypes in the resultant offspring (Sarker et al., 2019). These results suggest that tsRNAs in sperm are carriers of epigenetic information that can transmit environmental exposure induced parental acquired phenotype to the next generation. In addition, as tRNA derived small non coding RNAs, sperm tsRNAs (30–40 nt) maintain various RNA modifications that inherited from mature tRNA, such as m^5^C, m^2^G, m^1^A, Ψ and others, which might contribute to tsRNA stability in zygotes (Chen et al., 2016). The deletion of mouse tRNA methyltransferase (DNMT2) prevented the increase of m^5^C and m^2^G levels in sperm 30–40 nt RNA fractions and the alteration of tsRNA profiles that are induced by HFD, which further abolished sperm tsRNA-mediated transmission of HFD-induced metabolic disorders to offspring (Zhang et al., 2018a). However, the mechanism of how sperm tsRNAs transmit the paternal metabolic alteration to the offspring is still under investigation.

In this study, we used high-throughput small RNA sequencing to identify differentially expressed tsRNA in sperm under high-fat diet (42% fat), and explore the mechanism of how tsRNAs contribute to the abnormal metabolic phenotypes in F1 offspring. Our data showed that 5′tsRNA-Gly-GCC (30 nt), which both increased in HFD F0 sperm and HFD F1 liver, could promote gluconeogenesis in F1 liver by regulating Sirt6-FoxO1 pathway.

## Methods and Materials

### Animals

C57BL/6J mice were maintained under specific-pathogen-free conditions at the experimental animal center of Soochow University. All mice were placed in cages with a maximum of five in a temperature-controlled room (22 ± 2°C) with a 12 h light/dark cycle and free access to food and water. Two groups of 4-week-old male mice were randomly assigned to receive a control diet (CD; 10% kcal fat) or a high-fat diet (HFD; 42% kcal fat). Both groups of mice were fed for 10 weeks and their body weight was monitored weekly, followed by metabolic test or offspring breeding. The males in each group mated with 8-week-old normal females in a ratio of 1:2 to produce F1 offspring. All procedures and protocols in this study were approved by the Institutional Animal Care and Use Committee of Soochow University.

### Metabolic Testing

#### Intraperitoneal Glucose Tolerance Test (IPGTT)

Mice were fasted overnight (16 h) before IPGTT. On the day of the experiment, the animals received intraperitoneal injection of 2 g glucose/kg body weight (de Castro Barbosa et al., 2016a). Blood collected from the tail was used to measure blood glucose levels at baseline (0), 30, 60, 90 and 120 min after glucose injection. Blood glucose levels were measured using the blood glucose meter (Onetouch, Johnson & Johnson).

#### Intraperitoneal Insulin Tolerance Test (IPITT)

Mice were fasted 2 h before the day of the IPITT experiment. 1 IU insulin/kg was injected intraperitoneally into experimental mice (Ng et al., 2010; Marmentini et al., 2021). Blood collected from the tail was used to measure blood glucose levels at baseline (0), 30, 60, 90 and 120 min after insulin injection (Onetouch, Johnson & Johnson).

#### Intraperitoneal Pyruvate Tolerance Test (IPPTT)

Mice were fasted overnight (16 h) before IPPTT. On the day of the experiment, the animals received intraperitoneal injection of 2 g pyruvate/kg body weight (Chiang et al., 2014). Blood collected from the tail was used to measure blood glucose levels at baseline (0), 30, 60, 90 and 120 min after pyruvate injection (Onetouch, Johnson & Johnson).

#### Small RNA Library Construction and Sequencing

Mature sperms were isolated from the epididymal tail and vas deferens of F0 father, and RNA was isolated as previously described (Chen et al., 2016). Small RNA library construction and sequencing were performed by BGI (Shenzhen, China). Total RNA was extracted from the mature sperms using Trizol (Invitrogen, Carllsbad, CA, United States). Then it was qualified and quantified using a Nano Drop (NanoDrop, Madison, United States) and Agilent 2100 bioanalyzer (Agilent, Santa Clara, United States). Subsequently, total RNA was purified by electrophoretic separation on a 15% urea denaturing polyacrylamide gel electrophoresis (PAGE) gel and small RNA regions corresponding to the 18–30 nt bands in the marker lane (14–30 ssRNA Ladder Marker, TAKARA) were excised and recovered. Then the small RNAs were ligated to adenylated 3′ adapters annealed to unique molecular identifiers (UMI), followed by the ligation of 5′ adapters. The adapter-ligated small RNAs were subsequently transcribed into cDNA by Superscript II Reverse Transcriptase (Invitrogen, United States) and then several rounds of PCR amplification with PCR Primer Cocktail and PCR Mix were performed to enrich the cDNA fragments. The library was quality and quantitated in two methods: check the distribution of the fragments size using the Agilent 2100 bioanalyzer, and quantify the library using real-time quantitative PCR (QPCR) (TaqMan Probe). The final ligation PCR products were sequenced using the DNBSEQ platform (BGI, Shenzhen, China).

#### Small RNA Data Processing and Analysis

Sequencing reads were processed by using the software SPORTS (Shi et al., 2018). Briefly, clean reads were aligned to mouse reference genome, miRNA datasets, rRNA and YRNA datasets, the genomic tRNA datasets, the mitochondrial tRNA datasets, piRNA datasets, the non-coding RNA datasets by using Bowtie (Langmead et al., 2009) with one mismatch allowance. Differentially expressed tsRNA were detected by using R package edgeR (Robinson et al., 2010), a tsRNA was considered to be significantly differentially expressed when the *p* value is ≤0.05 and the |log2 fold change|≥1. 5′tsRNA-Gly-GCC target gene prediction were performed by Miranda (Enright et al., 2003).

### Western Blot

Mice (14-week-old) were sacrificed by cervical dislocation. Fresh liver tissue or cells were dissolved in lysis buffer which includes 50 mM Tris, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.1% SDS, 0.5% sodium deoxyholate (D6750, sigma) and 1% Triton X-100. After homogenization, centrifuged at 4°C for 30 min at 16,000 × *g*, supernatant was collected and the protein concentration was determined by the BCA protein assay reagent kit (Pierce). 20–40 μg protein was used for a sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and then electrotransferred to the nitrocellulose membrane (Millipore, Germany). The membrane was blocked with 5% milk in phosphate buffered saline/0.1% Tween 20 (PBST) for 2 h to remove nonspecific binding. After incubation with primary antibody overnight at 4°C, the membrane was washed with 1×PBST and incubated with the horseradish peroxidase-conjugated secondary antibodies at room temperature for 1 h. The membrane blots were detected by the ECL chemiluminescence system as previously described (Wang et al., 2021). The immunoreactive bands were captured on the autoradiographic film, and the density of the bands was analyzed using alpha ease image analysis software (version 3.1.2). Antibodies Sirt6 (sc-517196, 1:1000), FoxO1 (sc-374427, 1:200), Ubiquitin (sc-8017, 1:500, Santa Cruz Biotechnology, DE, CA, United States), Ac-FoxO1 (AF2305, 1:500, Affinity Biosciences, China), PEPCK (16754-1-AP, 1:1000), G6pase (22169-1-AP, 1:1000) (Proteintech, Wuhan, China), and β-actin (A5538, 1:5000, Bimake, Houston, TX, United States) were used. All antibodies were diluted with PBST.

### Nuclear and Cytoplasmic Extraction

Mice (14-week-old) were sacrificed by cervical dislocation. The liver tissue was dissected on ice and homogenized in a glass homogenizer to disrupt the cell membrane and release the cytoplasmic contents. The Nuclear Protein Extraction Kit (P0028, Beyotime Biotechnology, Shanghai, China) was used for nuclear and cytoplasmic extraction. Cell fraction extraction was performed according to the manufacturer’s kit manual.

### Co-Immunoprecipitation (Co-IP)

Mice (14-week-old) were sacrificed by cervical dislocation. The fresh liver tissue was lysed with modified lysis buffer (50 mM Tris, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.5% sodium deoxyholate and 1% Triton X-100) using 1×protease inhibitor (Bimake, United States). Homogenates were centrifuged at 4°C for 30 min at 13,200 rpm as previously described (Wang et al., 2017). Protein samples were pretreated with 20 μl protein A/G agarose beads (sc-2003, Santa Cruz Biotechnology) for 2 h. After gentle spinning, the supernatant was incubated with FoxO1 antibody at 4°C. The next day, 50 μl protein A/G agarose beads were added and incubated at room temperature for 2 h. The beads were washed three times in ice cold lysis buffer, and then eluted and boiled in 2×loading buffer for Western blotting.

### Real Time Quantitative RT-PCR

Mice (14-week-old) were sacrificed by cervical dislocation. Total RNA was extracted from liver tissues or cells using Trizol (9109, TaKaRa, Japan) according to the instructions. Reverse transcription total RNA (2 μg) was performed using the RevertAid First Strand cDNA Synthesis Kit (01036205, Thermo Scientific) as described previously (Zhang et al., 2018b). Real-time PCR was performed using 10 μl of 2×SYBR Green PCR Master Mix (TaKaRa), cDNA (40 ng), 1 μl of specific primers (10 μM) and water to a final volume of 20 μl by a Bio-Rad icycler iQ PCR machine. β-actin and 18S are used as internal control. Isolation and quantification of tsRNA was carried out according to the manufacturer’s protocol, and U6 was used as the internal control for tsRNA quantification. Each sample was taken in triplicate and the mean was calculated. The relative ratio of RNA expression was calculated with a 2^−ΔΔCt^ method. Primer sequences were listed in Supplementary Table S1.

### tsRNA Mimics/Inhibitor and Transfection

Hepa1-6 cells were cultured in DMEM supplemented with 10% FBS at 37°Cwith 5% CO_2._ The mimics or tsRNA inhibitors were synthesized by Gene Pharma and brought into the Hepa1-6 cells by transient transfection with Lipo 2000 (Thermo Scientific), applying standard conditions to a final concentration of 50 nmol/L. In this study, a random non-targeted mimic tsRNA sequence was introduced as a negative control. 

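The synthetic 5′tsRNA-Gly-GCC mimic was an RNA of 30 nt with the sequence GCAUUUGUGGUUCAGUGGUAGAAUUCUCGC. The inhibitor, GCGAGAAUUCUACCACUGAACCACAAAUGC, is its exact reverse complement over all 30 nt. The negative control mimic has 23 nt and the negative control inhibitor 21 nt. tRNA-Gly-GCC is the nuclear tRNA that carries glycine and reads codons with the anticodon GCC, and the RefSeq annotation of the mouse genome (GRCm38.p6) lists 14 genes for it on 7 chromosomes, each 71 bases long. On chromosome 1 there are 5 of them, of which the genes numbered 4, 12, 13 and 14 lie between positions 171044985 and 171081946 and the gene numbered 3 lies from 74816747 to 74816817. Chromosome 8 holds 3 of the genes, from 110630553 to 110630623, from 110631246 to 110631316 and from 111062561 to 111062631, and chromosome 13 holds 2, from 21710580 to 21710650 and from 23517203 to 23517273. Chromosomes 2, 3, 4 and 11 hold 1 each, from 57182394 to 57182464, from 84229011 to 84229081, from 133114496 to 133114566 and from 69118794 to 69118864. Which of these genes encode the sequence of the mimic was not analysed here.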

The sequence information for 5′tsRNA-Gly-GCC or the negative control mimic and inhibitor are shown below. 5′tsRNA-Gly-GCC mimic: 5′-GCA​UUU​GUG​GUU​CAG​UGG​UAG​AAU​UCU​CGC-3′; NC mimic: 5′-UUG​UAC​UAC​ACA​CAA​AAG​UAC​UG-3′; 5′tsRNA-Gly-GCC inhibitor: 5′-GCG​AGA​AUU​CUA​CCA​CUG​AAC​CAC​AAA​UGC-3′; NC inhibitor: 5′-CAG​UAC​UUU​UGU​GUA​GUA​CAA-3′.

### Luciferase Reporter Gene Assay

Based on bioinformatics predictions, Sirt6 3′-UTR or mutated sequences were subcloned into the pmirGLO Dual-Luciferase vector. 

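The wild-type site drawn in Figure 5A, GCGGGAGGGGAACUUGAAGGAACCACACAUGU, was located by an exact match of its 32 bases to the GENCODE M21 transcripts of the mouse (GRCm38). Sirt6 lies on the minus strand of chromosome 10 from 81621785 to 81627797, and the site lies from 81622367 to 81622398. It falls in exon 8 of the 8 exons of transcript Sirt6-201, within the 3′UTR that the annotation places from 81621787 to 81622415, and starts 14 bases after the stop codon. In the transcript, which is 1891 bases long, the site covers bases 1280 to 1311. It is preceded by GGCTGCCCCCAGCTGACCCGGGTATGTGGG and followed by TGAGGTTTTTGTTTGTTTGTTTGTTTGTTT. Of the 4 annotated Sirt6 transcripts, 1 contains the site. In the other transcript with an annotated 3′UTR, Sirt6-202, the same bases lie in an intron from 81622079 to 81622407. Counted from 1 at the 5′ end of the site and written in DNA letters, the mutated sequence of Figure 5A differs from the wild-type sequence by G20T, A21C, A22C, C23A, C24T, A25C, C26A and A27C.

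**Figure D1:**
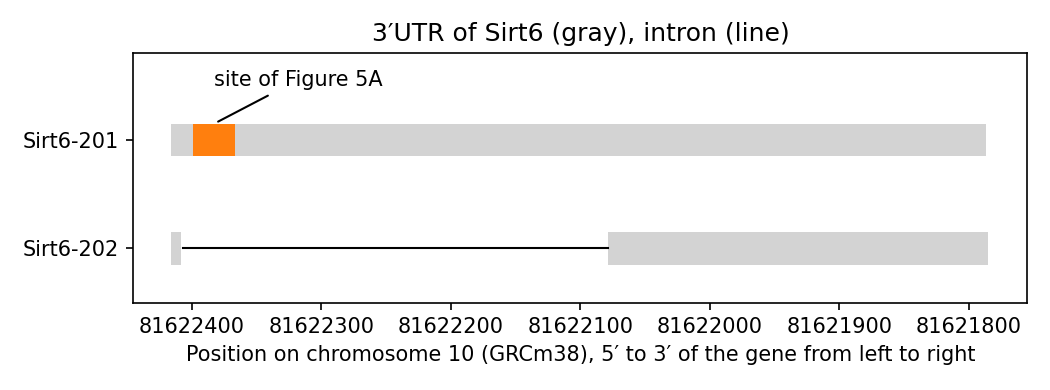
Map of the annotated 3′UTR of Sirt6 on chromosome 10 of GRCm38, with the position in bases on the horizontal axis and the transcripts Sirt6-201 and Sirt6-202 on separate lines. Gray boxes are the 3′UTR, the black line is an intron and the orange box is the site from 81622367 to 81622398, which lies in the 3′UTR of Sirt6-201 and in the intron of Sirt6-202.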

To test the interaction between the 3′-UTR of Sirt6 and 5′tsRNA-Gly-GCC, 100 nM 5′tsRNA-Gly-GCC mimic or negative control was co-transfected with 100 ng of wild-type Sirt6 3′-UTR or mutant 3′-UTR into Hepa1-6 cells by Lipofectamine 2000. After 24 h of transfection, luciferase activity was determined according to the manufacturer’s protocol (DL101-01, Vazyme Biotech, Nanjing, China) (Wu et al., 2019). The normalized values (firefly activity/renilla activity) were used for analysis.

### Glucose Production Assay

Glucose production assay was performed as described previously (Dou et al., 2018). After transfection of Hepa1-6 cells with 5′tsRNA-Gly-GCC mimic or inhibitor, the cells were washed five times with PBS and then stimulated with 2 mM sodium pyruvate and 20 mM sodium lactate in glucose-free and serum-free DMEM medium for 18 h. The glucose concentration in the medium was analyzed using a glucose assay kit (GAHK20, Sigma) and normalized to the total protein content determined from whole cell extracts.

### Northern Blots

Northern Blot analysis was carried out as previously described (Zhang et al., 2018a). Isolated sperm RNAs were denatured at 75°C for 3 min and separated in 15% urea-PAGE. The gels were then strained with SYBR GOLD, imaged and immediately transferred to Roche Nylon Membranes (Roche, catalog number: 11417240001) under 100 mA for 35 min, and UV-cross-linked at 0.12 J energy. Membranes were then pre-hybridized with Roche DIG hybridization buffer (Roche, catalog number: 11796895001) for 30 min at 42°C on the shaker with 50 rpm. 

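The Northern blot probe for tRNA-Gly is a DNA of 25 bases, AATTCTACCACTGAACCACCCATGC, whose reverse complement is GCATGGGTGGTTCAGTGGTAGAATT. It spans the first 25 positions of the 5′tsRNA-Gly-GCC mimic. Counted from 1 at the 5′ end of the mimic and written in DNA letters, with the base of the mimic first, the reverse complement of the probe differs from the mimic by T5G and T6G and has the same base at the other 23 positions.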

DIG labelled probe (tRNA-Gly: 5′-DIG-AATTCTACCACTGAACCACCCATGC-3′) was added to the hybridization solution and incubated overnight at 42°C on the shaker with 50 rpm. The membranes were then washed twice (15 min per time) at 42°C with 2 × SSC and 0.1% SDS and twice washes (15 min per time) with 0.1 × SSC and 0.1% SDS at 42°C; and one-time wash at room temperature with 1 × SSC for 10 min. Then, the membrane was blocked by 5% blocking buffer (Roche, catalog number: 11096176001) at room temperature for 3 h. After which, the Anti-Digoxigenin-AP Fab fragments (Roche) was added at a ratio of 1:10000 and incubated for 1 h at room temperature. The membrane was washed in 1 × Maleic acid buffer and 0.3% Tween-20 for 4 × 15 min, and subjected to develop buffer for 10 min and coated with CSPD reagent (Roche, catalog number: 11755633001) at 37°C for 15 min away from light. The image was captured by Tanon 4600 chemiluminescent imaging system (Tanon, Shanghai, China).

### Statistical Analysis

All data were expressed as mean ± SEM. GraphPad Prism 8.0 (GraphPad Software, Inc.) was used for data analyses. Differences between two groups were conformed to a normal distribution before Student’s t test. The differences among groups were compared with two-way analysis. *p* values <0.05 were considered statistically significant.

## Results

### Paternal High-Fat Diet Leads to Gluconeogenesis Alteration in Offspring

A growing number of studies have found that paternal high-fat diets are strongly associated with offspring metabolic phenotypes (Wu et al., 2021). We randomly assigned 4-week-old male mice to a control diet or a high-fat diet and found that the weight of HFD-F0 mice increased significantly (Supplementary Figure S1A). Through metabolism related tests, it was found that HFD-F0 mice showed decreased glucose tolerance (Supplementary Figures S2A,B), pyruvate tolerance (Supplementary Figures S2C,D) and insulin sensitivity (Supplementary Figures S2E,F) compared with CD-F0 mice. F0 Males from each group were mated with 8-week-old normal females to produce F1 offspring. Through weight measurement, it was found that there was no significant difference between HFD-F1 group and CD-F1 group (Supplementary Figure S1B). The examination of metabolic phenotype of F1 offspring showed that compared with CD-F1, HFD-F1 male mice were almost unaffected in glucose tolerance (Figures 1A,B) and insulin sensitivity (Figures 1C,D), but the blood glucose level of IPPTT increased (Figures 1E,F), indicating that these offspring had enhanced hepatic gluconeogenesis.

**FIGURE 1:**
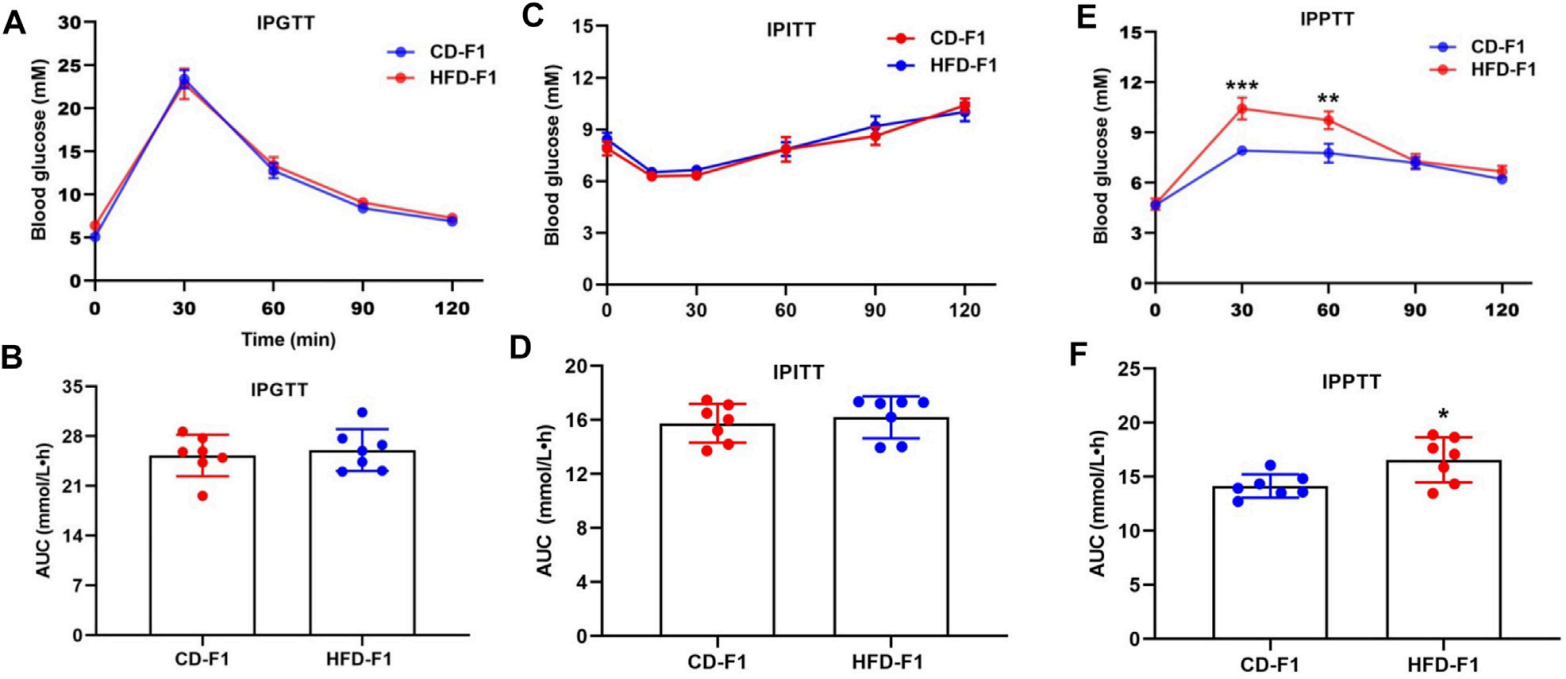
Paternal high-fat diet leads to gluconeogenesis alteration in offspring. **(A**,**B)** Glucose tolerance test (2 g/kg body weight) and AUC of 11-week-old CD-F1 (*n* = 7) and HFD-F1 (*n* = 7) male mice. **(C**,**D)** Insulin tolerance test (1 IU/kg body weight) and AUC of 12-week-old CD-F1 (*n* = 7) and HFD-F1 (*n* = 7) male mice. **(E**,**F)** Pyruvate tolerance test (2 g/kg body weight) and AUC of 13-week-old CD-F1 (*n* = 7) and HFD-F1 (*n* = 7) male mice. *p < 0.05, **p < 0.01, ***p < 0.001.

### Paternal High-Fat Diet Leads to Differential Expression of tsRNAs in HFD-F0 Spermatozoa and its Target Genes are Associated With Metabolic Pathways

Growing evidence suggests that chronic paternal dietary impairment induces the transmission of metabolic phenotypes in offspring mediated by sperm sncRNAs, of which sperm tsRNAs are paternal epigenetic factors that may mediate the intergenerational inheritance of diet-induced metabolic disorders (Chen et al., 2016; Sarker et al., 2019). We then performed small RNA sequencing to obtain a profile of small RNA in spermatozoa from the CD-F0 and HFD-F0 groups (Figure 2A) and a comparative analysis of differentially expressed RNA in spermatozoa from both groups with |Log2Fold Change|>1 and *p*< 0.05 were set as filtering conditions (Figure 2B). 

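Small RNA was sequenced from 5 mature sperm samples of HFD-F0 mice and 5 of CD-F0 mice. The high-fat diet gave 42% of kcal as fat and the control diet 10%, from 4 weeks of age for 10 weeks. RNA of 18–30 nt was excised from a gel, ligated to adapters that carry unique molecular identifiers and sequenced on the DNBSEQ platform. With SPORTS, a program that assigns small RNA reads to annotated RNA classes in turn, the authors aligned the clean reads to the mouse genome and to sets of miRNA, rRNA, YRNA, tRNA, mitochondrial tRNA, piRNA and other non-coding RNA, and they deposited the number of reads in each class without normalization. The paper's text does not state whether reads with the same identifier were collapsed. The clean reads per sample ranged from 30431401 to 31586854 in the CD-F0 group, with a median of 31307587, and from 29558751 to 32178088 in the HFD-F0 group, with a median of 32002811. Between 92.6% and 95.2% of the clean reads were annotated to an RNA class, and 64.9% to 75.2% in the CD-F0 group and 73.3% to 74.7% in the HFD-F0 group matched the genome. The files list tsRNA reads by the anticodon of the tRNA and by whether a read comes from the 5′ end, the 3′ end or the CCA end, and the remaining reads of each tRNA were counted here as internal. Together with features of pre-tRNA this gives 293 tsRNA features. The files give no fragment lengths, so fragments of 25–32 nt could not be separated from other lengths, and piRNA appear as 1 total. A read that fits several sub-classes equally is split between them, so these values are estimated counts, and they were rounded to whole numbers before testing. Features with low counts were removed with edgeR's filterByExpr, which left 249 tsRNA, 529 miRNA and 8 rsRNA features, the piRNA total and 27 others. All were tested in one fit with TMM normalization and edgeR's quasi-likelihood test, and the paper's thresholds, p ≤ 0.05 and |log2 fold change| ≥ 1, were then applied. Levels given as RPM are relative to the clean reads of the sample. No pair of the 10 libraries differed by as little as sampling noise, since the chi-square per degree of freedom over features was 578 or more for each of the 45 pairs.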

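Over all 249 tsRNA features that passed the filter, without a selection for differences between the groups, the log2 CPM of samples within the CD-F0 group had a mean Pearson correlation of 0.986, those within the HFD-F0 group 0.979 and those between the groups 0.980. The mean silhouette width of the groups, which is 0 when samples are on average as close to the other group as to their own and 1 when the groups are fully apart, was 0.121 (p = 0.0397, exact permutation over all splits into 5 and 5 samples, one-sided). For 5 of the 10 samples the most similar sample belonged to the same group. The alternative that moved this result most was leaving out HFD-F0 replicate 1, with a silhouette width of 0.193 and p = 0.0317 in the same exact permutation test. The lowest width, 0.0775, was found without CD-F0 replicate 4, with p = 0.151 in the exact permutation test.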

The heat map generated by hierarchical cluster analysis shows similar spectral clusters and samples in each group (Figure 2C). Among the small RNA biotypes including miRNAs, piRNAs, rsRNAs and tsRNAs, sperm tsRNAs showed sensitive alteration under high fat diet conditions. 

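tsRNAs made up 27.0% ± 1.42 (SD, n = 5) of the annotated reads in the CD-F0 group and 26.7% ± 2.18 (SD, n = 5) in the HFD-F0 group, a difference smaller than the spread between samples (p = 0.849, exact permutation test, two-sided). The rsRNA share was 31.3% ± 5.33 (SD, n = 5) in the CD-F0 group and 27.6% ± 2.36 (SD, n = 5) in the HFD-F0 group (p = 0.190, same exact permutation test). For miRNAs the share was 18.1% ± 1.10 (SD, n = 5) against 19.8% ± 3.36 (SD, n = 5), with p = 0.365 in the exact permutation test. piRNAs took 19.3% ± 4.17 (SD, n = 5) of the reads in the CD-F0 group and 21.4% ± 3.91 (SD, n = 5) in the HFD-F0 group (p = 0.444, exact permutation test). The remaining classes took 4.27% ± 0.418 (SD, n = 5) and 4.41% ± 0.299 (SD, n = 5), with p = 0.571 in the exact permutation test. After Benjamini-Hochberg adjustment over the 5 biotypes, the smallest p was 0.714. With all clean reads as the denominator, the tsRNA share was 0.0171 percentage points higher in the HFD-F0 group, whereas over the annotated reads it was lower. At the level of single features, 14 of 249 tsRNA features (5.62%) and 15 of 529 miRNA features (2.84%) passed the paper's thresholds, and no rsRNA feature nor the piRNA total did. With the p threshold of edgeR's quasi-likelihood test alone, without the fold change, there were 27 tsRNA features, 51 miRNA features and 1 rsRNA feature. Of the 15 miRNA features, 3 were up-regulated and 12 were down-regulated in the HFD-F0 group. The up-regulated miRNA feature with the smallest p was mmu-mir-365-1, with a log2 fold change of 1.32 (standard error 0.39, adjusted p = 0.225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all features). Its normalized level was 2.13 ± 0.982 CPM (SD, n = 5) in the CD-F0 group and 5.34 ± 2.49 CPM (SD, n = 5) in the HFD-F0 group. The down-regulated miRNA feature with the smallest p was mmu-mir-302b, with a log2 fold change of -3.89 (standard error 0.78, adjusted p = 0.0850 from the same edgeR test), at 0.842 ± 0.427 CPM (SD, n = 5) in the CD-F0 group and 0.0543 ± 0.0848 CPM (SD, n = 5) in the HFD-F0 group, which rests on at most 5.67 reads in an HFD-F0 sample.

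**Figure D2:**
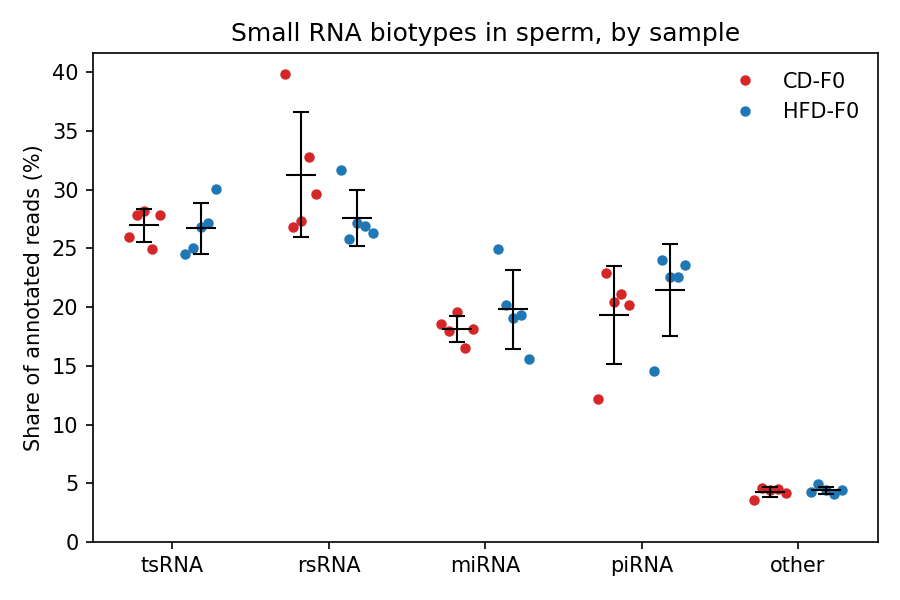
Share of annotated reads in percent (vertical axis) for each small RNA biotype, with a point for each sperm sample of the CD-F0 group (red) and the HFD-F0 group (blue). Black lines are the mean and the SD, and the groups overlap for every biotype.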

In the differentially expressed tsRNAs, 329 were up-regulated and 319 were down regulated in the HFD-F0 group compared with the CD-F0 group (Figure 2D), including tRNA-Gly-GCC 5′ end derived small RNAs (25 nt–32 nt) - 5′tsRNA-Gly-GCC (Figure 2E), which was significantly increased in HFD-F0 group. 

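All tsRNA features past the paper's thresholds were up-regulated in the HFD-F0 group and 0 were down-regulated, where a feature groups the fragments of 1 anticodon and 1 end. Of the up-regulated features, 11 came from mitochondrial tRNAs and 3 from nuclear tRNAs. With no filter on low counts 22 features were up-regulated. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 1 tsRNA feature had an adjusted p under 0.05 over all features and 2 had over the tsRNA features alone. The feature with the smallest p was the CCA end of mitochondrial tRNA-His-GTG, with a log2 fold change of 1.78 (standard error 0.26, adjusted p = 0.0168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its normalized level rose from 33.4 ± 11.0 CPM (SD, n = 5) to 114.6 ± 29.6 CPM (SD, n = 5). The CCA end of mitochondrial tRNA-Ile-GAT followed, with a log2 fold change of 1.58 (standard error 0.31, adjusted p = 0.0850 from the same edgeR test) and 1.91 ± 1.01 CPM (SD, n = 5) against 5.72 ± 0.473 CPM (SD, n = 5). When only genome-matched reads were counted, its log2 fold change was 0.93 and it no longer passed the thresholds. The CCA end of the nuclear tRNA-Glu-CTC had a log2 fold change of 1.37 (standard error 0.30, adjusted p = 0.116 from the same edgeR test), from 3.41 ± 1.07 CPM (SD, n = 5) to 8.84 ± 3.38 CPM (SD, n = 5). For the 5′ end of tRNA-Gly-GCC, with all fragment lengths and all genes of this anticodon together, the log2 fold change was 0.93 (standard error 0.49, adjusted p = 0.514 from the same edgeR test), and its unadjusted p in that test was 0.0797. It therefore passed neither the fold change nor the p threshold. The 5′ end of tRNA-Gly-GCC was at 1762 ± 794 RPM (SD, n = 5) in the CD-F0 group and 3435 ± 2169 RPM (SD, n = 5) in the HFD-F0 group (p = 0.159, exact permutation test, two-sided, for which the smallest possible p is 0.00794). The CD-F0 samples ranged from 707 to 2929 RPM and the HFD-F0 samples from 949 to 6192 RPM, and 2 of the 5 HFD-F0 samples were above the highest CD-F0 sample. In the lowest sample, CD-F0 replicate 1, the 95% Wilson interval was 697 to 716 RPM, so the counting error was small beside the difference between samples. Such intervals cover counting error only. With each sample left out in turn, the log2 fold change was 0.57 at the lowest, and it passed both thresholds without HFD-F0 replicate 1 and without CD-F0 replicate 5. Reads that fit the 5′ ends of several tRNAs were split between them, and the 5′ end of tRNA-Gly-CCC had a log2 fold change of 0.55 (standard error 0.37, adjusted p = 0.648 from the same edgeR test). From the level in the HFD-F0 group in Figures 2D,E, the paper states that 5′tsRNA-Gly-GCC was significantly increased, and it follows this tsRNA in the later experiments.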

Northern blot results have confirmed the upregulation of 5′tsRNA-Gly-GCC in sperm of HFD F0 mice (Figure 2F). To further understand the potential function of 5′tsRNA-Gly-GCC in regulating the metabolic alteration phenotype of the HFD offspring, we applied Miranda to identify the potential target mRNAs for 5′tsRNA-Gly-GCC between HFD-F0 and CD-F0 groups. The GO analysis on cellular component, molecular function and biological process all indicated that 5′tsRNA-Gly-GCC was mainly involved in ubiquitin-dependent protein catabolic process and participated in regulation of cell growth, fatty acid metabolic process and insulin secretion (Figures 2G–I). KEGG analysis showed that the predicted target genes were mainly involved in PI3K-Akt, MAPK, mTOR, Insulin, FoxO, AMPK signaling pathway and metabolism (Figure 2J), which may be related to excessive activation of liver gluconeogenesis in HFD-F1 mice.

**FIGURE 2:**
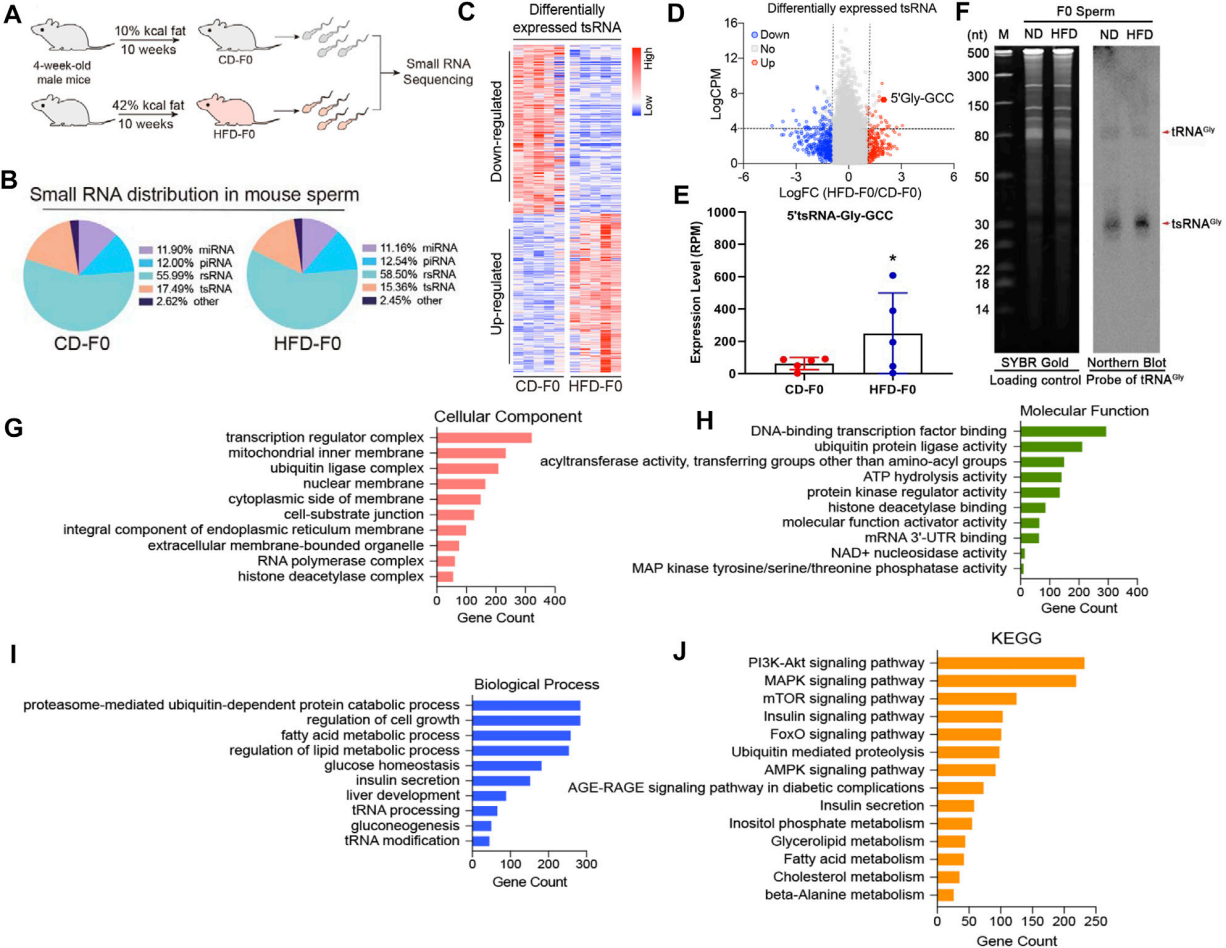
Paternal high-fat diet leads to differential expression of tsRNAs in HFD-F0 spermatozoa and its target genes are associated with metabolic pathways. **(A)** Two groups of 4-week-old male mice were randomly assigned to receive a control diet (CD; 10% kcal fat) or a high-fat diet (HFD; 42% kcal fat) after 10 weeks of feeding, and sperm were isolated for small RNA sequencing. **(B)** Types of small non-coding RNAs identified in spermatozoa from CD-F0 and HFD-F0 subjects. **(C)** Heat map of differential expression tsRNAs across all 10 samples. **(D)**Volcano plot showing the differential expression tsRNA between CD-F0 and HFD-F0 subjects. Red points denote the upregulated tsRNAs and blue points indicate the downregulated ones in HFD-F0 compared to CD-F0 across all 10 samples. **(E)** Expression levels of 5′tsRNA-Gly-GCC (30 nt) in spermatozoa between CD-F0 and HFD-F0 (n = 5). **(F)** Northern blot analyses of 5′tsRNA-Gly (shown by arrow heads) in CD-F0 and HFD-F0, Sperm total RNAs extracted run on a PAGE gel shown as a loading control. **(G**–**I)** Gene Ontology (GO) classification for predicted target genes of 5′tsRNA-Gly-GCC in three categories (cellular component and molecular function and biological process). **(J)** Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis for the predicted target genes of 5′tsRNA-Gly-GCC. *p < 0.05.

### Altered Sirt6-FoxO1 Signaling Associated With Hepatic Gluconeogenesis in HFD-F1 Mice

Since HFD-F1 mice exhibit enhanced hepatic gluconeogenesis, to explore the mechanism of gluconeogenesis dysfunction, we examined the expression levels of PEPCK and G6Pase, two key enzymes involved in the regulation of gluconeogenesis. Compared with CD-F1 mice, the levels of PEPCK and G6Pase mRNA in liver tissue of HFD-F1 mice were significantly increased (Figures 3A,B). Sirtuins (Sirt) are highly conserved NAD^+^-dependent protein deacetylases with seven members, of which Sirt6 is abundantly expressed in the liver. Sirt6 is interacted with forkhead box protein O1 (FoxO1), a key transcription factor that activates PEPCK and G6Pase and inhibits hepatic gluconeogenesis, and leads to FoxO1 deacetylation (Schilling et al., 2006; Zhang et al., 2014). Compared with CD-F1 mice, Sirt6 mRNA level was significantly lower in liver tissue of HFD-F1 mice, but the mRNA level of FoxO1 was unchanged (Figures 3C,D). Compared with CD-F1 group, Sirt6 protein in liver tissue of HFD-F1 mice decreased, while Ac-FoxO1, FoxO1 and Ac-FoxO1/FoxO1 were significantly up-regulated (Figures 3E,F). In addition, PEPCK and G6Pase in liver tissue of HFD-F1 mice also increased dominantly (Figures 3G,H). Therefore, the altered Sirt6-FoxO1 signaling in HFD-F1 mice liver might be associated with the inherited abnormal hepatic gluconeogenesis from HFD-F0 mice.

**FIGURE 3:**
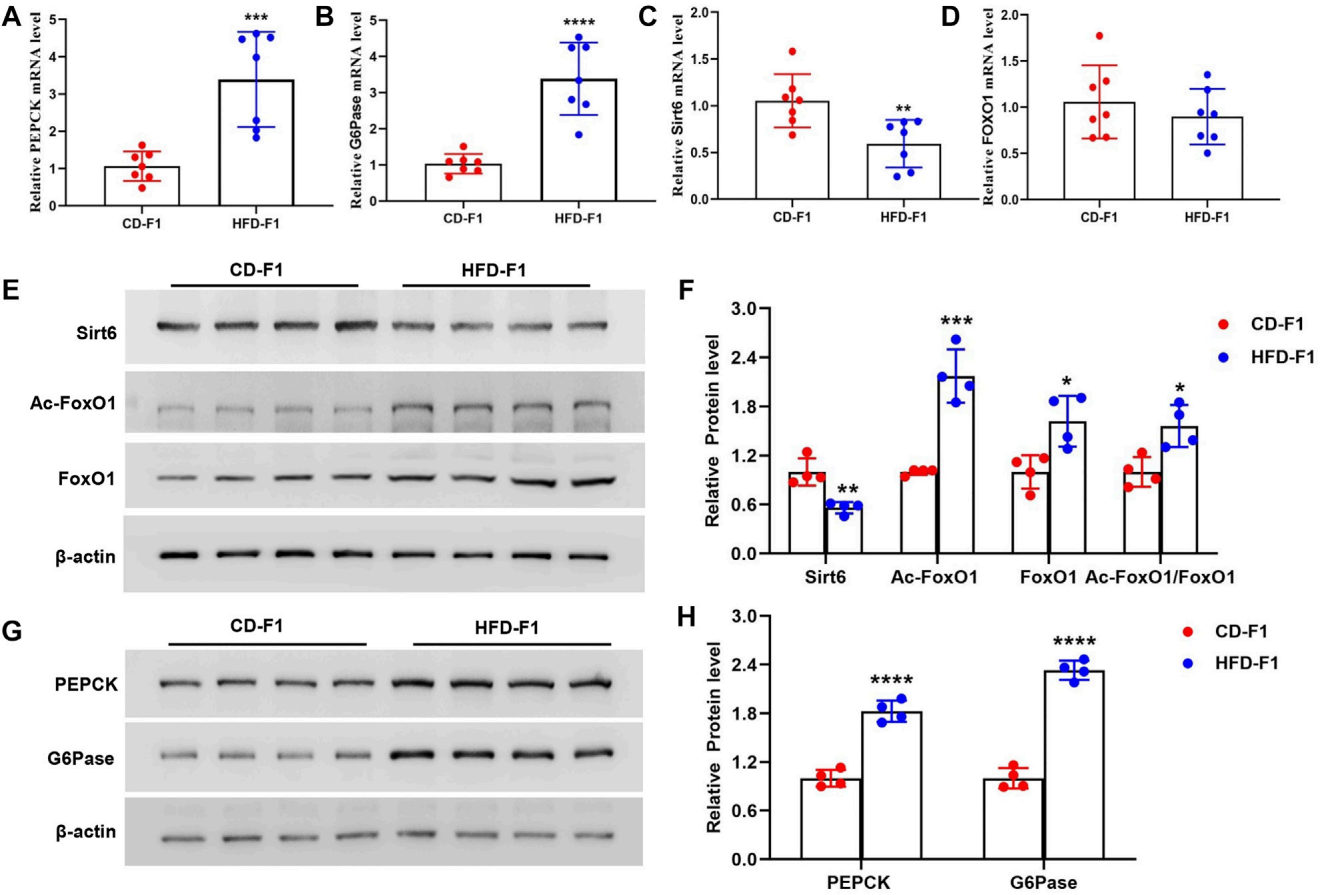
Altered Sirt6-FoxO1 signaling associated with hepatic gluconeogenesis in HFD-F1 mice. **(A**–**D)** PEPCK **(A)**, G6Pase **(B)**, Sirt6 **(C)** and FoxO1 **(D)** mRNA level in liver tissue from HFD-F1 mice and CD-F1 mice was examined by Real-time PCR (*n* = 7). **(E**,**F)** Sirt6, Ac-FoxO1, FoxO1 and Ac-FoxO1/FoxO1 protein expression in liver tissue from HFD-F1 mice and CD-F1 mice was detected by western blot analysis (*n* = 4). **(G**,**H)** PEPCK and G6Pase protein expression in liver tissue from HFD-F1 mice and CD-F1 mice was detected by western blot analysis (*n* = 4). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 5′tsRNA-Gly-GCC Promotes Gluconeogenesis in Hepa1-6 Cells

Our previous data showed that the sperm enriched tsRNAs were mainly derived from the 5′ end of mature tRNAs with nucleotide length ranging from 29 nt to 34 nt, and were sensitively changed both in expression profiles and RNA modifications levels under high-fat diet conditions (60% fat), which could act as epigenetic information carrier and transmit certain metabolic traits from father to offspring (Chen et al., 2016). Here in a 42% high-fat diet mice model, we identified that the sperm 5′tsRNA-Gly-GCC was significantly increased in HFD-F0 mice (Figure 2C). 

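In the same sperm samples, the log2 fold changes of the other parts of tRNA-Gly-GCC were nearer to 0 than that of its 5′ end, and none of these parts passed the paper's thresholds. The internal reads had a log2 fold change of -0.15 (standard error 0.22, adjusted p = 0.908 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at 2910 ± 746 RPM (SD, n = 5) in the CD-F0 group and 2808 ± 647 RPM (SD, n = 5) in the HFD-F0 group. The CCA end had a log2 fold change of 0.10 (standard error 0.15, adjusted p = 0.912 from the same edgeR test), at 826 ± 68.0 RPM (SD, n = 5) and 940.3 ± 127 RPM (SD, n = 5), with p = 0.111 in an exact permutation test, two-sided. The 3′ end, with 26.3 ± 8.40 RPM (SD, n = 5) and 30.7 ± 13.4 RPM (SD, n = 5), had a log2 fold change of 0.16 (standard error 0.33, adjusted p = 0.916 from the same edgeR test). The 5′ end made up 31.8% ± 13.0 (SD, n = 5) of the tRNA-Gly-GCC reads in the CD-F0 group and 44.0% ± 18.6 (SD, n = 5) in the HFD-F0 group. The sign of the internal change flipped without CD-F0 replicate 1, and that of the 3′ end without HFD-F0 replicate 3.

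**Figure D3:**
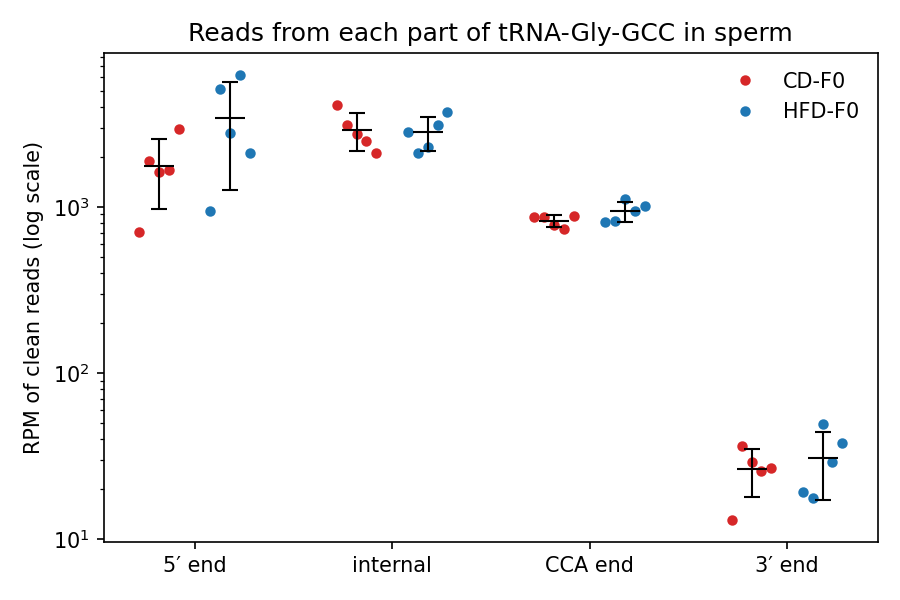
RPM of clean reads (vertical axis, log scale) from each part of tRNA-Gly-GCC, with a point for each sperm sample of the CD-F0 group (red) and the HFD-F0 group (blue). Black lines are the mean and the SD, and the groups overlap for every part.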

Interestingly, we found that the expression levels of 5′tsRNA-Gly-GCC in liver tissue of HFD-F1 mice was also significantly increased compared with CD-F1 mice (Figure 4A), suggesting that there might be a regulation correlation between 5′tsRNA-Gly-GCC in HFD-F0 mice sperm and HFD-F1 mice liver. To further clarify the biological function of upregulated 5′tsRNA-Gly-GCC in offspring metabolic alteration on gluconeogenesis, we transfected synthetic 5′tsRNA-Gly-GCC mimic and inhibitor into Hepa1-6 cells. Successful 5′tsRNA-Gly-GCC overexpression and knockdown were detected by Real-time PCR (Figures 4B,C). Hepa1-6 cells transfected with 5′tsRNA-Gly-GCC mimic significantly inhibited Sirt6 expression, promoted the expression of Ac-FoxO1, FoxO1 and Ac-FoxO1/FoxO1, and led to an increase in PEPCK and G6Pase expression (Figures 4D,E). In addition, transfected with 5′tsRNA-Gly-GCC mimic, the gluconeogenesis level was increased in Hepa1-6 cells (Supplementary Figure S3A). Consistent with this, transfection of Hepa1-6 cells with 5′tsRNA-Gly-GCC inhibitor significantly promoted Sirt6 expression, inhibited the expression of Ac-FoxO1, FoxO1, Ac-FoxO1/FoxO1, PEPCK, G6pase (Figures 4F,G) and reduced the gluconeogenesis level (Supplementary Figure S3B). Therefore, our data showed that 5′tsRNA-Gly-GCC could promote gluconeogenesis in cells, associated with the regulation of Sirt6-FoxO1 signaling pathway.

**FIGURE 4:**
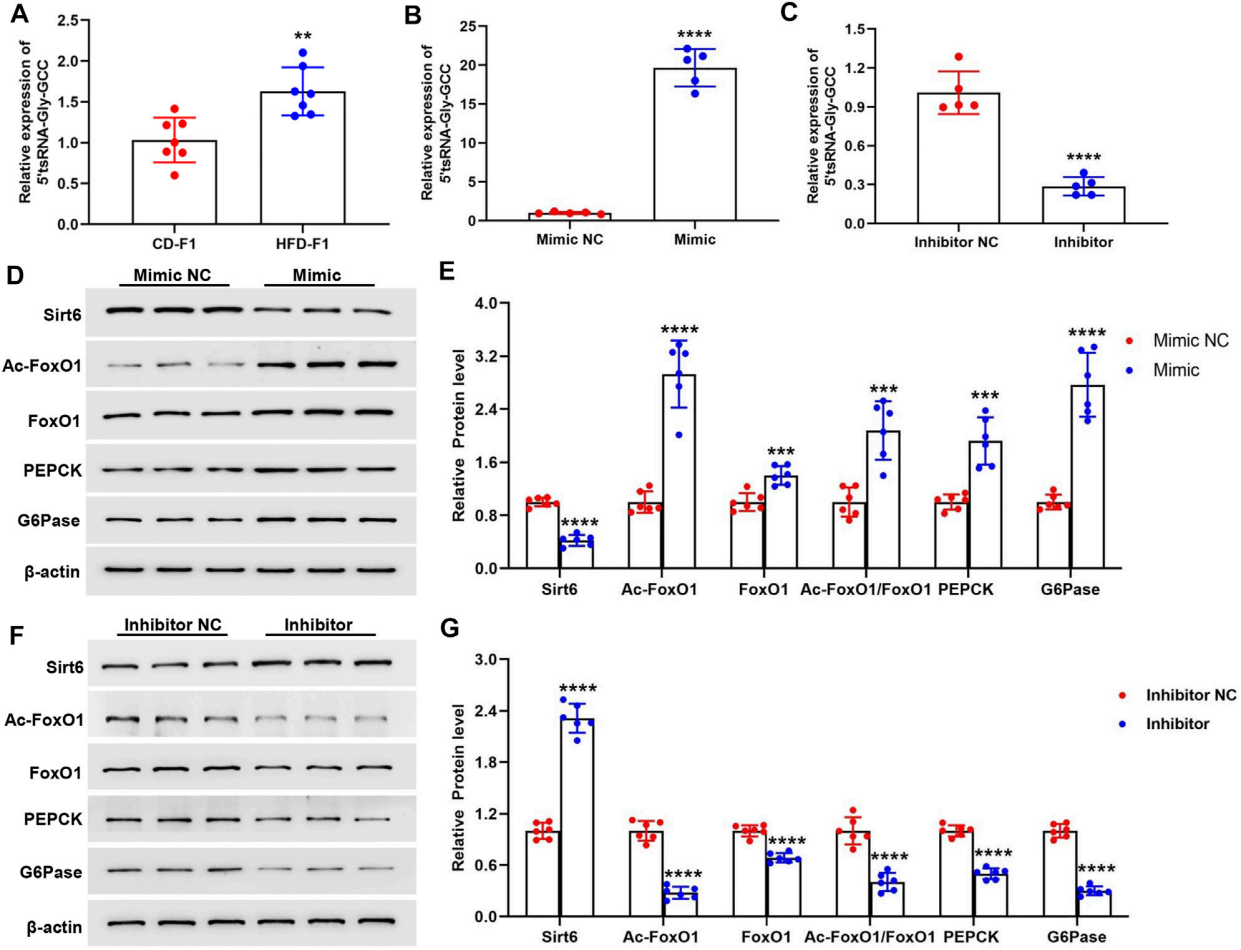
5′tsRNA-Gly-GCC promotes gluconeogenesis in Hepa1-6 cells. **(A)** 5′tsRNA-Gly-GCC level in liver tissue from HFD-F1 mice and CD-F1 mice was examined by Real-time PCR (*n* = 7). **(B**,**C)** Real-time PCR analysis of 5′tsRNA-Gly-GCC expression level after 5′tsRNA-Gly-GCC mimic **(B)** and inhibitor **(C)** or non-targeted RNA (NC) into hepa1-6 cells 24 h (*n* = 5). **(D**,**E)** Hepa1-6 cells transfected with 5′tsRNA-Gly-GCC mimic 48 h, Sirt6, Ac-FoxO1, FoxO1, Ac-FoxO1/FoxO1, PEPCK and G6Pase protein expression was detected by western blot analysis (*n* = 6). **(F**,**G)** Hepa1-6 cells transfected with 5′tsRNA-Gly-GCC inhibitor 48 h, Sirt6, Ac-FoxO1, FoxO1, Ac-FoxO1/FoxO1, PEPCK and G6Pase protein expression was detected by western blot analysis (*n* = 6). **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 5′tsRNA-Gly-GCC Targets 3′UTR of Sirt6 mRNA

In order to further study the potential target of 5′tsRNA-Gly-GCC in Sirt6-FoxO1 signaling pathway, we then predicted the regulation target of 5′tsRNA-Gly-GCC by the bioinformatics software RNAhybrid. The data showed that 5′tsRNA-Gly-GCC might regulate the expression of Sirt6 in a base-paired dependent manner (Figure 5A). According to the predicted target binding site, the WT and MUT plasmids of Sirt6 3′UTR were constructed to validate the direct interaction effectiveness between tsRNA-Gly-GCC and Sirt6. We co-transfected the plasmid with 5′tsRNA-Gly-GCC mimic or inhibitor into Hepa1-6 cells, and the results of the luciferase reporter gene assay showed that the 5′tsRNA-Gly-GCC mimic reduced WT Sirt6 3′UTR activity, but had no significant effect on the MUT Sirt6 3′UTR (Figure 5B). Consistent with this, 5′tsRNA-Gly-GCC inhibitor elevated WT Sirt6 3′UTR activity, while had no significant effect on MUT Sirt6 3′UTR (Figure 5C). These results suggest that 5′tsRNA-Gly-GCC can interact with Sirt6 3′UTR, and thus have a targeting effect.

**FIGURE 5:**
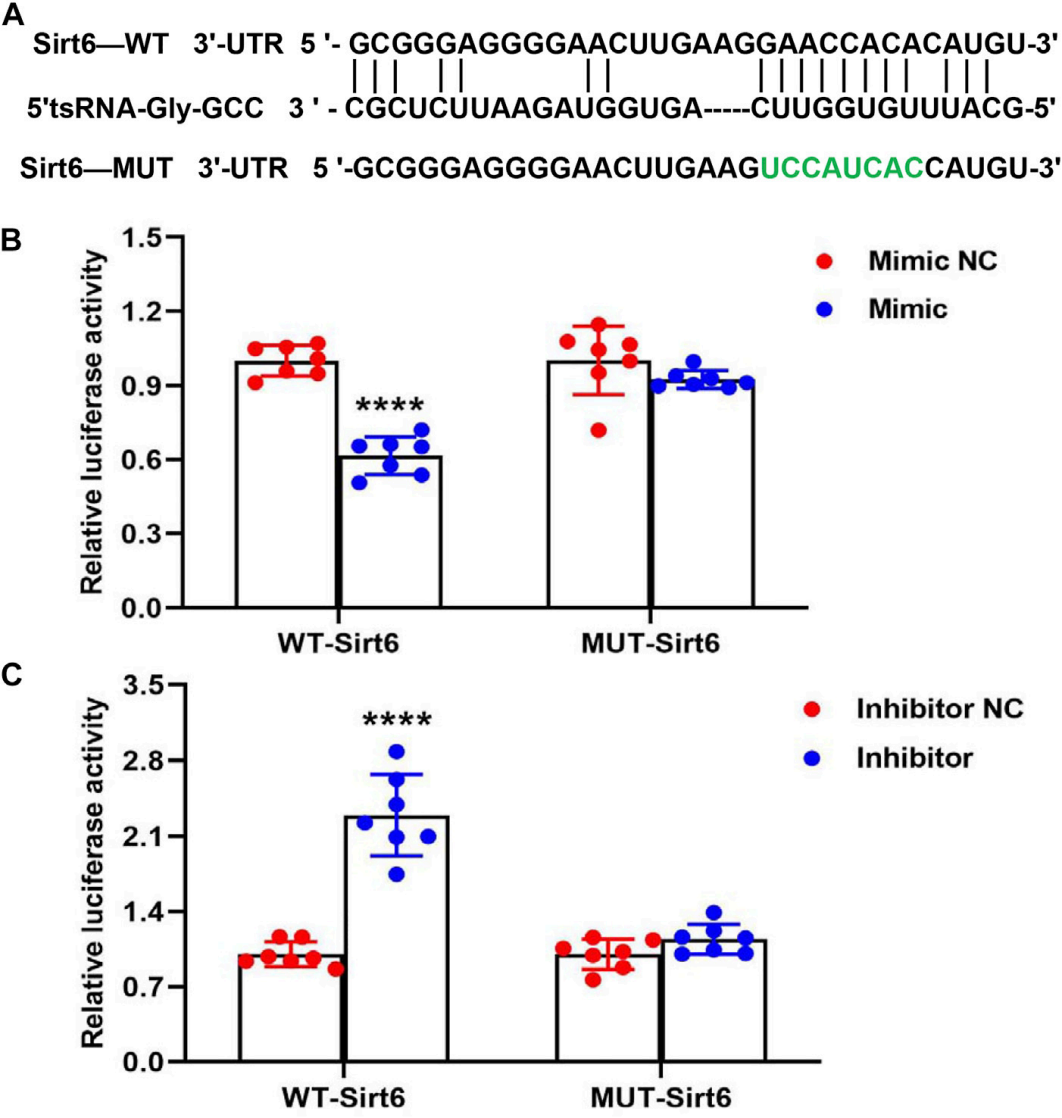
5′tsRNA-Gly-GCC targets 3′UTR of Sirt6 mRNA. **(A)** An illustration of the putative site of 5′tsRNA-Gly-GCC binding within the 3′UTR of Sirt6 predicted by bioinformatics software RNAhybrid, with green used to highlight those nucleotides mutated for a mutant version of this sequence. **(B)** Luciferase activity assay revealed that 5′tsRNA-Gly-GCC mimic transfection into Hepa1-6 cells resulted in a 40% reduction in luciferase activity for constructs containing a WT but not a mutated version of this 3′UTR of Sirt6 binding site (*n* = 7). **(C)** Luciferase activity assay revealed that 5′tsRNA-Gly-GCC inhibitor transfection into Hepa1-6 cells significantly increased WT Sirt6 3′UTR activity, while 5′tsRNA-Gly-GCC inhibitor also had no significant effect on MUT Sirt6 3′UTR (*n* = 7). ****p < 0.0001.

### FoxO1 Activation Caused by Reduced FoxO1 Nuclear Exclusion and Ubiquitination Degradation in HFD-F1 Liver

Recent studies have shown that deacetylation of FoxO1 is a prerequisite for its nuclear translocation, and Sirt6 specifically interacts with FoxO1 to promote its deacetylation and nuclear exclusion (Zhang et al., 2014). The nuclear exclusion of FoxO1 would promote the degradation of its ubiquitin-proteasome system (Yamagata et al., 2008). In addition, studies have shown that high-fat diet feeding leads to a significant increase in the nuclear content of FoxO1 protein (Li et al., 2009). In the liver tissue of HFD-F1 mice, FoxO1 increased in the nucleus (Figures 6A,B) and decreased in the cytoplasm (Figures 6C,D), which was consistent with the decrease of Sirt6 of HFD-F1. In addition, Co-IP experiments revealed a significant reduction in ubiquitinated degradation of FoxO1 in the liver tissue of HFD-F1 mice, which was consistent with the reduction of nuclear exclusion of FoxO1 (Figure 6E). Therefore, the paternal high-fat diet induced upregulation of sperm 5′tsRNA-Gly-GCC might be responsible for the increased 5′tsRNA-Gly-GCC levels in HFD-F1 liver, which would inhibit the expression levels of Sirt6 in the liver tissue of HFD-F1 mice, leading to the increase of acetylation degree of FoxO1, the decrease of FoxO1 nuclear exclusion and its ubiquitination degradation. As a result, FoxO1 was activated, the expression of key gluconeogenesis genes PEPCK and G6Pase increased, and gluconeogenesis was enhanced in the liver of HFD-f1 mice (Figure 6F).

**FIGURE 6:**
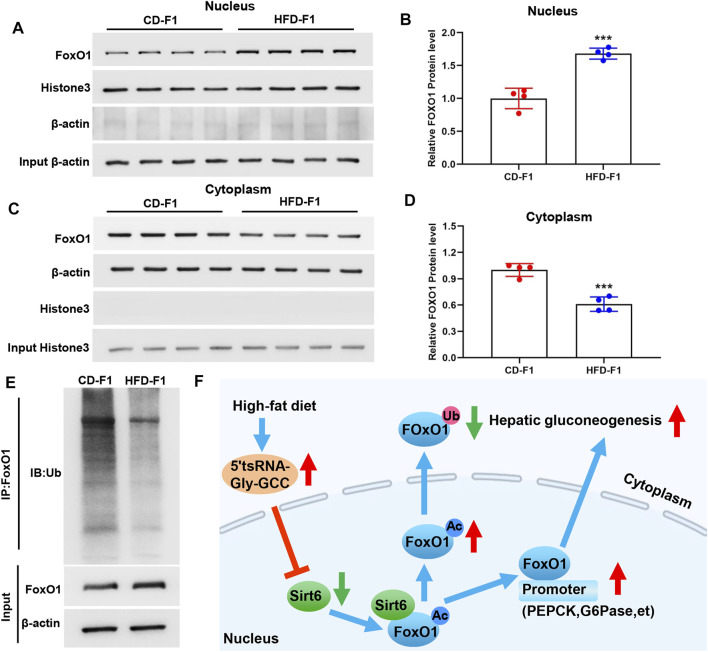
FoxO1 activation caused by reduced FoxO1 nuclear exclusion and ubiquitination degradation in HFD-F1 liver. **(A**–**D)** Cytoplasmic and nuclear FoxO1 in liver tissue from HFD-F1 mice and CD-F1 mice was examined by Western blotting. Cytoplasmic protein β-actin and nuclear protein histone3 served as controls. (*n* = 4). **(E)** Liver tissue from HFD-F1 mice and CD-F1 mice were collected for the immunoprecipitation with FoxO1 antibody. FoxO1 and ubiquitinated FoxO1 protein were examined by Western blotting. **(F)** Schematic diagram of the mechanism by which 5′tsRNA-Gly-GCC regulates the Sirt6-FoxO1 pathway involved in enhanced gluconeogenesis in the offspring as a result of the paternal high-fat diet. ***p < 0.001.

## Discussion

Epigenetic alteration induced by environmental exposure could reprogram the health and behavior of offspring. Paternal dietary components affect the metabolic system of offspring through epigenetic markers transmitted between generations (Ng et al., 2010; de Castro Barbosa et al., 2016b; Castro Barbosa et al., 2019), however, the underlying mechanism is still not clear. There is increasing evidence that long-term paternal dietary pattern, such as low protein diet and HFD exposure, can induce the transmission of sperm sncRNAs mediated metabolic phenotype in offspring (Sharma et al., 2016; Zhang et al., 2018a; Sarker et al., 2019). Among the different subpopulations of sperm RNA, it is reported that tsRNAs constitute the main part of sncRNAs. Although the biological function of tsRNA is unclear, the potential link between sperm tsRNAs levels and obesity has been observed in human and animal studies (Chen et al., 2016). A recent human study has shown that more tsRNAs are present in the sperm of obese men compared to healthy lean individuals (Donkin et al., 2016). In HFD mice, we previously found that a subset of tsRNAs, mainly from the 5′ transfer RNA half showed altered expression profiles and RNA modifications. Microinjection of purified sperm tsRNA components from HFD males into normal zygotes causes metabolic disorders in F1 offspring and alters metabolic gene expression in both early embryos and islets of F1 offspring. However, chemical synthesizing tsRNAs that highly expressed in HFD sperm and injecting them into normal offspring did not induce an HFD metabolic phenotype in the F1 offspring. It is possible that sperm tsRNAs contain various RNA modifications that could affect the stability of RNA (Chen et al., 2016). These evidences give a strong support that the RNA modifications in sperm tsRNAs indeed have pivotal roles in the paternal intergenerational epigenetic inheritance. However, in this study we only synthesized the 5′tsRNA-Gly-GCC that had been found increased in F0 sperm for the experiment to study whether the 5′tsRNA-Gly-GCC could target Sirt6 and induced the metabolic disorder in hepal-6 cells, and we did not test whether the synthesized tsRNAs without modification could transfer the paternal acquired phenotype to the offspring. Therefore, although sperm tsRNAs could represent a paternal epigenetic factor, which may mediate the intergenerational inheritance of diet induced metabolic alteration, the mechanisms of how tsRNAs regulating intergenerational inheritance still need to be further investigated.

In this study, we provide evidence that a paternal high-fat diet (42% fat) reprograms the epigenome of mice sperm. We demonstrated that a high-fat diet upregulated 5′tsRNA-Gly-GCC expression in the sperm of F0, and this is consistent with previous reports that low protein diet resulted in an approximately 2-3 fold increase of tRNA-Gly-GCC in 5′ fragment in sperm (Sharma et al., 2016). In addition, the increased expression of 5′tsRNA-Gly-GCC was also found in the liver tissues of HFD-F1 mice (Figure 4A). Sirtuins are highly conserved NAD^+^-dependent protein deacetylases, and among the seven members of the family, Sirt6 is considered to show greater hope in prolonging life than other sirtuins (Kanfi et al., 2012). Recently, it has been reported that Sirt6 plays a central role in regulating DNA damage response and glucose metabolism (McCord et al., 2009; Kaidi et al., 2010; Mao et al., 2011; Dominy et al., 2012). FoxO1, a key transcription factor that activates phosphoenolpyruvate carboxykinase (PEPCK) and glucose-6-phosphatase (G6Pase), plays an important role in promoting gluconeogenesis (Zhang et al., 2014). Sirt6 can specifically interact with FoxO1 to promote its deacetylation and nuclear exclusion, resulting in loss of FoxO1-induced gluconeogenesis (Zhang et al., 2014). Our study found that liver tissue of HFD-F1 mice showed a decrease of Sirt6, a significant increase in Ac-FoxO1, FoxO1, PEPCK and G6Pase, and a decrease in FoxO1 nuclear exclusion and degradation. We also synthesized 5′tsRNA-Gly-GCC mimic and inhibitor and transfected Hepa1-6 cells to further confirm the regulation of Sirt6 by 5′tsRNA-Gly-GCC and changes in FoxO1 signal and gluconeogenesis. TsRNAs showed multifaceted function in cellular translational regulation, which include but not limited to replacing the translational initiator factors, binding with ribosome RNA and proteins that inhibited the entrance of mRNA in ribosome, base-paring with ribosome mRNA and impede translation (Gebetsberger et al., 2017; Shi et al., 2019). Interestingly, the tsRNAs targeting sites are located not only in the 3′-UTR but also in the 5′-UTR and CDS regions of target mRNAs (Shi et al., 2019), suggesting a base-pair depended mechanism of tsRNAs in regulating the expression levels of their targets. In this study, prediction by RNAhybrid software revealed that 5′tsRNA-Gly-GCC can directly regulate the Sirt6 3′UTR. By constructing WT and MUT plasmids of Sirt6 3′UTR and co-transfecting them with 5′tsRNA-Gly-GCC mimic and inhibitor, we further confirmed that 5′tsRNA-Gly-GCC was indeed capable to regulate the expression levels of Sirt6 in a base-depended anti-sense-like manner.

Our findings support that alteration in tsRNAs causes metabolic phenotypes in offspring. So far, it is not clear how the alterations in sperm tsRNAs lead to changes in tsRNAs in other tissues of the offspring. Sarker et al. showed microinjection of sperm tsRNAs from F1-HFD males into normal zygotes reproduced the obesogenic phenotype and addiction-like behavior and caused alterations in genes which were related to neuronal growth, differentiation, axonal guidance, and dendritic spine formation and maturation in the brain, but the role of tsRNAs in the brain is also unclear (Sarker et al., 2019). It is worth pondering whether this metabolic phenotype caused by high paternal high-fat induced tsRNAs alteration in our study can be transmitted across generations. There is increasing evidence that sperm small noncoding RNAs (sncRNAs) play an important role in regulating DNA methylation, histone modification and mRNA transcription (Pauli et al., 2011; Sarker et al., 2019). Mature sperm contain multiple sncRNAs, such as miRNA, piRNA, and tsRNA. Sperm RNA studies in intergenerational and intergenerational epigenetic contexts have shifted the focus to determining the role of specific subgroups of sncRNAs (Casas and Vavouri, 2014; Sarker et al., 2019). In addition, our previous study found that DNMT2 (DNA methyltransferase 2) deletion prevented the elevation of RNA modifications (m^5^C, m^2^G) in the 30–40 nt RNA fraction of sperm induced by HFD. Also, Dnmt2 deletion altered the expression profile of sperm small RNAs, including levels of tsRNAs and rRNA-derived small RNAs (rsRNA-28S) and eliminated the transmission of high-fat diet (HFD)-induced metabolic disorders to offspring (Zhang et al., 2018a). However, the intervention methods need to be further improved and studied. Therefore, to investigate the relationship between altered sperm tsRNAs caused by paternal high-fat diet and abnormal metabolism in offspring is still our future research direction. In addition, the effects of high-fat diet induced alterations in tsRNAs modifications are worthy of further exploration.

In summary, the present study demonstrated that 5′tsRNA-Gly-GCC was abnormally upregulated in the sperm of HFD-F0 mice and in the liver tissues of HFD-F1 mice, which can further regulate Sirt6-FoxO1 pathway and promote gluconeogenesis in HFD-F1 mice liver, indicating that 5′tsRNA-Gly might be one of the functional parts that programmed the F1 metabolic alteration during the intergenerational epigenetic inheritance of paternal acquired traits.

## Data Availability

The raw data used for this study has been deposited into Gene Expression Omnibus with the accession number GSE196881 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196881).

How the deposited data were processed for this re-analysis (not part of the article)

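Small RNA was measured in 5 mature sperm samples of HFD-F0 mice and 5 of CD-F0 mice. Whether each sample came from 1 mouse is not stated in the paper's text or the sample labels. The authors aligned clean reads with SPORTS, which uses Bowtie, with 1 mismatch allowed, and deposited for each sample the estimated counts of reads per RNA class and sub-class, not normalized. Versions, the genome build and the database releases are not named in the paper's text, nor is whether reads were collapsed by their molecular identifiers. Class totals are whole numbers that add up to the clean reads within 20 to 24 reads per sample, and 37.3% to 39.8% of the sub-class values are not whole because a read that fits several sub-classes is split between them.

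From these values, 1470 features that do not overlap were formed, with genome-matched and unmatched reads added together. tsRNA features were the 5′ end, 3′ end and CCA end of each nuclear and mitochondrial tRNA by anticodon, and the rest of its reads. Features of pre-tRNA were also counted as tsRNA, and 3 of them were tested. rsRNA features were the rRNA species, miRNA features the miRNA hairpins, and piRNA reads were given as a total only, so single piRNAs were not analysed here. Reads of tRNA-Gly-GCC-2 and of fragments of a given length are not listed apart and were not analysed here. Estimated counts as the authors deposited them were rounded to whole numbers. edgeR 4.0.16 in R 4.3.3 was used with filterByExpr, TMM normalization, library sizes equal to the sum over all annotated features and the quasi-likelihood test, without a covariate. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F value. The paper's thresholds, p ≤ 0.05 and |log2 fold change| ≥ 1, were applied, and Benjamini-Hochberg adjusted p-values were computed over all features and over the tsRNA features. For the log2 CPM used in the silhouette width, a prior count of 2 was added. Differences in shares and in RPM were tested with exact permutation tests over all 252 assignments of 5 and 5 samples, two-sided. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used for these.

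The design of each test, the alternatives and the rule for the features named in the text were set before the data were examined. The rule was every part of tRNA-Gly-GCC, the 3 up-regulated and the 3 down-regulated tsRNA features with the smallest p past the paper's thresholds, and for miRNA, piRNA and rsRNA the up-regulated and the down-regulated feature with the smallest p past them. No tsRNA feature was down-regulated past the thresholds, and no piRNA or rsRNA feature passed. Features outside the rule are named where a count was small, and were chosen after their values were seen. Reads shared between near-identical hairpins, such as the mmu-mir-9 and mmu-mir-365 genes, are split by the authors' counting, so the miRNA features are not all independent.

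The alternatives were DESeq2 1.42.0, clean reads as library size without TMM, edgeR's exactTest, no filter, at least 10 counts in every sample, a fit on tsRNA features only, genome-matched reads only, leaving out each sample in turn, and the replicate number as a block. Other denominators, another scale and another correlation were used for shares, RPM and the silhouette width. The replicate numbers come from the sample labels, and the samples with the same number are different mice.

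The fit was tested on simulated data drawn from the means, library sizes and dispersions of the real features, in which a known set was changed by a log2 fold change of 2 in either direction. Of the 198 changed features that passed the filter, 195 were recovered at the paper's thresholds, with 1.82% of the unchanged features called. Recovery of a smaller change, such as the log2 fold change of 0.93 of the 5′ end of tRNA-Gly-GCC, was not simulated. In a simulation without any change, 1.38% of 800 features passed those thresholds and 0 had an adjusted p under 0.05. The depth left a counting error of at most 1.34% (half-width of the 95% Wilson interval) for the 5′ end of tRNA-Gly-GCC. The number of samples, not the depth, thus limits its precision. The Northern blot, liver, cell and luciferase experiments were not analysed here.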

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

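All tests in this part were chosen after the pattern they bear on was seen, and apart from the test of the summed epithelial markers also after values that enter them had been seen.

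Reads of mitochondrial tRNA, which the paper does not discuss, were higher in HFD-F0 sperm. They were at 3579 ± 947 RPM (SD, n = 5) in the CD-F0 group and 5461 ± 374 RPM (SD, n = 5) in the HFD-F0 group, 1.53 times as high (p = 0.00794, exact permutation test, two-sided, the smallest p that 5 against 5 samples allow). All 5 HFD-F0 samples, from 5067 to 6082 RPM, were above all CD-F0 samples, from 2019 to 4429 RPM. Of the 53 mitochondrial features tested, 49 had a positive log2 fold change, with a median of 0.78. Under the 18 alternatives this median stayed between 0.48 and 0.87, and 6 to 19 mitochondrial features passed the paper's thresholds, all of them up. The largest shift of the median over all features, 0.10 with clean reads as library size, is small beside it.

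Several technical explanations were tested. If all tRNA reads were higher in the HFD-F0 libraries, the ratio of mitochondrial to nuclear tRNA reads would not differ, but it was 1.55 times as high in the HFD-F0 group (exact permutation p = 0.00794). Without the most abundant mitochondrial feature, the 5′ end of mitochondrial tRNA-Lys-TTT with 37.7% of the mitochondrial tRNA reads, the difference had p = 0.0159 in the exact permutation test. Taken over clean, annotated, genome-matched or miRNA reads, the largest exact permutation p was 0.0397. With each of the 10 samples left out in turn, the largest exact permutation p was also 0.0159, but since the groups do not overlap this test had to come out so and shows no stability.

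More mitochondrial RNA of every kind in the HFD-F0 samples was not ruled out. Reads of mitochondrial rRNA were 1.20 times as high in the HFD-F0 group (p = 0.0714, exact permutation test), and the ratio of mitochondrial tRNA to mitochondrial rRNA, 1.29 times as high, did not differ past the threshold (p = 0.0635, exact permutation test). Other cells in the sperm samples could also carry mitochondrial RNA. The summed reads of 6 miRNAs taken as epithelial markers were 1.25 times as high in the HFD-F0 group (p = 0.167, exact permutation test), those of 6 smooth muscle markers 1.12 times as high (p = 0.444, exact permutation test) and those of 7 blood and immune markers 1.06 times as high (p = 0.690, exact permutation test). After Benjamini-Hochberg adjustment over the 3 sets the smallest p was 0.500. If RNA of such cells made up the whole rise, the markers would rise at least as much as the mitochondrial tRNA reads. The number of mitochondrial tRNA reads per marker read was higher in the HFD-F0 group for each set, 1.18 times for the epithelial markers (exact permutation p = 0.437), 1.46 times for the smooth muscle markers (exact permutation p = 0.127) and 1.47 times for the blood and immune markers (exact permutation p = 0.119), none past the threshold, with a smallest Benjamini-Hochberg adjusted p of 0.190. Of the 19 markers taken singly, 16 were higher in the HFD-F0 group, and 3 of these had a p under 0.05 in the exact permutation test before adjustment: mmu-mir-223 of the blood and immune set at 1.46 times (exact permutation p = 0.00794, with all HFD-F0 samples above all CD-F0 samples), mmu-mir-145a of the smooth muscle set at 2.25 times (exact permutation p = 0.0159) and mmu-mir-200b of the epithelial set at 1.48 times (exact permutation p = 0.0476). None was under 0.05 after Benjamini-Hochberg adjustment over the 19, where the smallest p was 0.151. The 19 are not all independent, since mmu-mir-133a-1 and mmu-mir-133a-2 had nearly the same levels, as did mmu-mir-1a-1 and mmu-mir-1a-2. The sums rest mostly on single miRNAs, with 94.9% of the smooth muscle reads from mmu-mir-143 and 55.9% of the blood and immune reads from mmu-mir-146a. HFD-F0 replicate 5, with 5401 RPM of mitochondrial tRNA, was below every CD-F0 sample in these 2 miRNAs and in the sums of both sets. Of the 19 markers, it was below every CD-F0 sample in 3, these 2 and mmu-mir-451a. It was above every CD-F0 sample in 3 others, mmu-mir-223, mmu-mir-200b and mmu-mir-200c. CD-F0 replicate 1 had the highest smooth muscle sum of its group, 29447 RPM, and the lowest mitochondrial tRNA, 2019 RPM. If such cells set the mitochondrial tRNA reads of each sample, samples with more marker reads would have more of them within the groups, but the correlation of the deviations from the group means was -0.410 for the epithelial, -0.0412 for the smooth muscle and -0.220 for the blood and immune sums (one-sided exact permutation p from 0.558 to 0.891). For the epithelial and the blood and immune sums the correlation was negative within each group, from -0.604 to -0.154. The rise that these cells predict was thus not seen, but 5 samples per group are too few to rule it out. For the smooth muscle sums the correlation was -0.233 within the CD-F0 group and 0.137 within the HFD-F0 group, which does not decide the question either. The sums, the ratios and the single markers between the groups leave other cells open. With 5 samples per group the pattern cannot be told apart from RNA of other cells or from a general rise in mitochondrial RNA. A difference in the excised fragment lengths could not be tested, since the files give no lengths. An effect of the diet remains a hypothesis beside these.

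The replicate 1 samples of both groups stood far from the rest of their group in their composition. The piRNA share was 12.1% in CD-F0 replicate 1 against 20.2% to 22.9% in the other CD-F0 samples, and 14.6% in HFD-F0 replicate 1 against 22.5% to 24.0% in the other HFD-F0 samples. The rsRNA share of HFD-F0 replicate 1 was 31.7% against 25.8% to 27.1% in the others. In all, 4 of 30 groups of values tested had a sample far from the rest, where chance gives about 1.5. These were the shares above and the level of mmu-mir-302b, where the sample was HFD-F0 replicate 4. The shares of a sample are not independent, since they add up to the whole. Dilution of piRNA reads by rRNA reads is a candidate explanation. Without rsRNA in the denominator the gap of CD-F0 replicate 1 to the nearest sample was 0.702 of the range of its group, just under the critical value of 0.71, while that of HFD-F0 replicate 1 was 0.860, so this could account for the CD-F0 sample at most in part and not for the HFD-F0 sample. If the replicate 1 samples had been handled together, their deviations from the group means would correlate more than those of all other pairs of a CD-F0 and an HFD-F0 sample. Their correlation was 0.336, and 2 of the 25 pairs, itself included, had a correlation as high, with the highest, 0.438, between CD-F0 replicate 5 and HFD-F0 replicate 4. By another measure they were closer. Of the 17 pairs with either of them, the pair of replicate 1 samples had the lowest chi-square per degree of freedom over features, 1799, where the next lowest was 2679 for CD-F0 replicate 1 and 2402 for HFD-F0 replicate 1. Without the piRNA and rsRNA features it was 969, still 1 of 17 pairs as low, against 1075 and 1649. Among the pairs with either of them, the replicate 1 samples were thus closest to each other beyond the shares that set them apart. Without the piRNA and rsRNA features, pairs with neither of them ranged from 417 to 1577, so 969 was not low among all pairs. Shared handling was not ruled out. No biological explanation was tested, since both diets have such a sample.

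For mmu-mir-302b, HFD-F0 replicate 4 was at 0.203 CPM against 0 to 0.0369 CPM in the other HFD-F0 samples. This may be no more than counting error, since it rests on 5.67 reads. The lower bound of its 95% Wilson interval, 0.0861 RPM, lies under the upper bound of the next highest sample, 0.176 RPM.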

How the results depend on the processing

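Of the settings here, the sum of the tRNA-Gly-GCC and tRNA-Gly-CCC 5′ ends was chosen after seeing the data, and the tests on other splits of the samples were set out after the counts for the real groups were seen. The cause of the changes below was not tested.

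The log2 fold change of the 5′ end of tRNA-Gly-GCC was positive under every alternative, from 0.72 to 0.96 in those that keep all samples, and with the tRNA-Gly-CCC 5′ end added it was 0.86. With DESeq2 and with no filter on low counts its unadjusted p was under 0.05, but its log2 fold change, 0.93 in both, stayed under 1. Across the 10 fits that each left out one sample it ranged from 0.57 to 1.17, and in 2 of them, without CD-F0 replicate 5 and without HFD-F0 replicate 1, it passed both of the paper's thresholds. Its adjusted p ranged from 0.220 to 0.937 over all alternatives. The difference in RPM ranged from 983 to 2294 when a sample was left out, with exact permutation p from 0.0317 to 0.317, and was under 0.05 only without HFD-F0 replicate 1. All reads of this feature matched the genome, so counting genome-matched reads only could not move its RPM. tRNA-Gly-GCC-2 alone was not run, since the files do not list it apart.

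The number of tsRNA features past the paper's thresholds was 22 with no filter on low counts and 8 with at least 10 counts in every sample, all up, and 10 to 19 when a sample was left out. All 8 features under the stricter filter, and 14 of the 22 with no filter, were among the 14 reported at the claims. With genome-matched reads only, 1 tsRNA feature was down, the CCA end of tRNA-Thr-CGT, and 1 rsRNA feature passed, 5.8S rRNA, with a log2 fold change of -1.54; both are named after their values were seen. With an adjusted p under 0.05 over all features there were 9 tsRNA features with DESeq2, 9 with exactTest, 3 with clean reads as library size, 3 in the fit on tsRNA features only, and 0 to 2 when a sample was left out. Adjusted over tsRNA features alone there were 16 with DESeq2, 13 with exactTest, 4 with no filter, 1 with genome-matched reads only, and 1 to 4 when a sample was left out. The number of miRNA features was 70 with no filter, 17 up and 53 down, and 9 to 30 when a sample was left out, from 2 to 8 up and from 6 to 26 down. The piRNA total passed under none of the 17 alternatives run for it.

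The silhouette width was 0.0946 with Spearman correlation, 0.110 with at least 10 counts in every sample and 0.0853 over the features of all biotypes, and no longer had an exact permutation p under 0.05 in these; it ranged from 0.0775 to 0.193 when a sample was left out, with 5 of the 10 above p = 0.05. The direction of the tsRNA share was reversed with clean reads as the denominator, to 0.0171 percentage points, and ranged from -1.07 to 0.309 when a sample was left out. That of other RNA was reversed with genome-matched reads only, to -0.0533, and ranged from -0.0261 to 0.227. The miRNA share difference ranged from 0.390 to 2.72 and had an exact permutation p under 0.05 without HFD-F0 replicate 5, before adjustment. Among the 141 comparisons of the 8 other named features, 138 kept their direction and their side of the thresholds, 1 was weaker and 2 were reversed. The reversed ones are the 3′ end of tRNA-Gly-GCC, from -0.076 to 0.29, and its internal reads, from -0.30 to 0.045, when a sample was left out.

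Same-numbered samples come from different mice. The mean correlation of their deviations from the group means over all features was 0.0332, against -0.00747 for samples with different numbers. On average the numbers thus did not pair the samples. The single pairs were mixed, with 0.336 for replicate 1 and 0.246 for replicate 3. For replicates 2, 4 and 5 the values were -0.0873, -0.191 and -0.137. A link between the replicate 1 samples was thus not ruled out. With the replicate number as a block, 15 tsRNA features (1 with an adjusted p under 0.05) and 10 miRNA features passed, and the log2 fold change of the 5′ end of tRNA-Gly-GCC was 0.72. The paired exact permutation test cannot give a p under 0.0625; it gave 0.188 for the RPM difference of 1673, and 0.0625 for the rsRNA share and for the piRNA share, where all 5 pairs differed in 1 direction.

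Other splits of the samples into 5 and 5 were fitted in the same way. Of the 16 splits that part all 5 same-numbered pairs, which cannot give a share under 0.05, 1 gave as many tsRNA features past the thresholds as the real groups (the real split itself, the next highest having 9), and 1 as many with an adjusted p under 0.05. For miRNA features 4 of the 16 splits gave as many, and for rsRNA and piRNA, where the real count is 0, all 16 did. Of 100 splits drawn from all possible ones, most of which part fewer pairs, 5 gave 14 or more tsRNA features, up to 24, the real split included, a share of 0.05. In the same 100 splits, the real one again included, 14 gave as many miRNA features, and 3 gave a tsRNA feature with an adjusted p under 0.05. The depth limits features such as mmu-mir-302b, with few reads per sample, and not the abundant ones.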

Differences from the paper's values

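The paper's numbers of differentially expressed tsRNAs are 329 up-regulated and 319 down-regulated, against 14 up-regulated and 0 down-regulated tsRNA features here, with 27 tsRNA features at an unadjusted p under 0.05. The files list 293 tsRNA features, by anticodon and end or from pre-tRNA, fewer than the paper's number of up-regulated tsRNAs. The alternatives set before the data were examined gave 8 to 22 up and 0 to 1 down. All of them used these features, so none could have reached the paper's numbers. They do not test the paper's numbers in a finer unit.

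The log2 fold change of 5′tsRNA-Gly-GCC is about 2 in Fig. 2D, read by eye, against 0.93 here (standard error 0.49) for all lengths of the 5′ end of tRNA-Gly-GCC. None of the alternatives set before the data were examined closed the gap, with values from 0.57 to 1.17. The paper calls this tsRNA significantly increased. With DESeq2 and with no filter on low counts its unadjusted p was under 0.05 (0.0488 and 0.0484) with a log2 fold change of 0.93. It passed both of the paper's thresholds only without CD-F0 replicate 5 (log2 fold change 1.17) and without HFD-F0 replicate 1 (log2 fold change 1.14), and its RPM differed past p = 0.05 in the exact permutation test only without HFD-F0 replicate 1.

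The paper's composition in Fig. 2B differs from the shares of annotated reads here for every biotype. The tsRNA share is about 17% in the CD-F0 group and about 15% in the HFD-F0 group in Fig. 2B, read by eye, against 27.0% and 26.7% here. With all clean reads as the denominator the CD-F0 value was 25.1%, within 1.5 times the paper's, and none of the other alternatives set before the data were examined closed the gap in either group. The rsRNA share is about 56% and about 59% in Fig. 2B, read by eye, against 31.3% and 27.6% here, and no alternative set before the data were examined closed the gap. The miRNA share is about 12% and about 11% in Fig. 2B, read by eye, against 18.1% and 19.8% here. In the CD-F0 group it was 16.9% ± 1.02 (SD) with all clean reads as the denominator and 17.8% ± 0.866 (SD) without CD-F0 replicate 3. Both are within 1.5 times the paper's value but still above it by more than the SD. No alternative closed the gap in either group. The piRNA share is about 12% and about 13% in Fig. 2B, read by eye, against 19.3% and 21.4% here, and other RNA is about 2.6% and about 2.5% in Fig. 2B, read by eye, against 4.27% and 4.41% here. For these no alternative set before the data were examined closed the gap.

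In Fig. 2B the rsRNA share is higher and the miRNA and other shares are lower in the HFD-F0 group. Here the rsRNA share differed by -3.69 percentage points, the miRNA share by 1.67 and the share of other RNA by 0.148. None of these had a p under 0.05 in the exact permutation test. The paper's heat map parts the samples by group over the tsRNAs chosen as different, and over all tsRNA features the silhouette width was 0.121.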

Other observations

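All tests in this part were chosen after the spread of the 5′ end of tRNA-Gly-GCC between samples was seen, and the comparison of its share of 5′ ends with the diet was set after the group means had been seen.

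The 5′ end of tRNA-Gly-GCC varied 4.14-fold between samples of the CD-F0 group and 6.53-fold between samples of the HFD-F0 group, far more than its CCA end. A hypothesis is that the 5′ ends of all nuclear tRNAs vary together, with the yield of 5′ fragments in each library. Over the 10 samples, log2 RPM of the 5′ end of tRNA-Gly-GCC had a Pearson r of 0.202 (permutation p = 0.572, Benjamini-Hochberg adjusted p = 0.572) and a Spearman rho of 0.309 (permutation p = 0.387, adjusted p = 0.387) with the summed 5′ ends of the 50 other nuclear tRNAs. Without the 2 samples farthest from the median, r was -0.166. With the rest of tRNA-Gly-GCC it had a Pearson r of -0.435 (permutation p = 0.207, adjusted p = 0.415) and a Spearman rho of -0.382 (permutation p = 0.278, adjusted p = 0.387), and r was -0.143 without the 2 samples farthest from the median. Of these 2 relations neither held, so the spread between samples was not shown to follow the other 5′ ends or the amount of this tRNA.

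A second hypothesis is that the 5′ end of tRNA-Gly-GCC rises with the diet relative to other nuclear 5′ ends. It was 0.949 ± 0.396 reads per 100 reads of the other nuclear 5′ ends in the CD-F0 group and 1.91 ± 1.23 in the HFD-F0 group (SD, n = 5 each), with p = 0.159 in an exact permutation test, two-sided, and 4 of 5 HFD-F0 samples above the CD-F0 mean. With 5 samples per group the test did not tell the groups apart. Of 49 nuclear 5′ ends tested, 14 had a positive log2 fold change, and tRNA-Gly-GCC ranked 2 by size. The highest, chosen after the values were seen, was the 5′ end of tRNA-Glu-CTC, with a log2 fold change of 1.27 (standard error 0.88, adjusted p = 0.654 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).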
